A study of Mus musculus with 20 samples.

How the data were processed

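Small RNA libraries came from primary cortical neurons of mouse embryos at embryonic day 15, kept for 7 days in culture. The neurons were wild type or lacked ciRS-7 (also called Cdr1as), a circular RNA of the brain that binds miR-7 and miR-671. Cultures spent 12 h in normoxia (5% CO2, 37 °C, medium with 25 mM glucose and 0.2 mM pyruvate) or in oxygen-glucose deprivation (OGD; 1% O2, 5% CO2, 37 °C, no added glucose or pyruvate), per the labels' protocols. OGD is a model of ischaemia in a dish. Each of the 4 groups had 5 biological replicates, which made 20 libraries. Group and replicate number were taken from each sample's description. RNA was extracted with TRIzol, treated with DNase, made into libraries with a NEBNext small RNA kit and size-selected, per the labels' protocols. The aligner, the genome build, the miRBase release and the way reads shared between similar miRNAs were counted are not stated in the labels.

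The authors deposited 6 tables, one for each pair of groups, with 10 libraries and 1470 to 1481 features each. The features carry the names of mature mouse miRNAs. The tables are described as log CPM (reads scaled to a common library size), but their values reached 35.8 to 37.3, above the largest possible log2 CPM of 19.9, so the deposited values are treated as a score of unknown kind and not as log2 CPM. The following was worked out from the values, since no label or header records it. Each value of the deposited score was a whole number of reads, times a factor of the library, raised to a power between 0.106 and 0.118 that was the same throughout a table. Within each feature and group of 5, the highest and lowest values had then been limited at the quantiles 0.16 and 0.84, which moved each extreme 64% of the way to its neighbour. Undoing both steps gave whole read counts for 100% of values in each of the 6 tables. The largest distance of a value from a whole number was 0.0477. When the pulled-in extremes were not restored, 70.2% to 71.7% of values came out whole. Each library appears in 3 tables, and the recovered reads were the same in all of them (59070 comparisons, 0 differences); the library factors differed by at most 1.18e-09 on the log2 scale. The recovery was tested on simulated tables, in which 88860 of 88860 values came back exactly. Of the values, 23.8% were 0 reads, and 1464 of 1481 features were in all tables.

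The recovered totals ran from 1160582 to 12477032 reads per library, a 10.7-fold range. A floor of 3 reads corresponds to 0.249 CPM in the deepest library and 2.55 CPM in the shallowest. No molecular identifiers are mentioned in the labels, so reads are not independent molecules, and the floor covers counting error only. Replicates were compared in pairs before averaging; the lowest chi-square per degree of freedom was 19.4, so no pair of libraries matched within sampling noise. CPM was computed with each library's total taken from the authors' library factors, which were 0.923 to 1.08 times the total reads. All 20 libraries were used.

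The design fixed before the data were examined was limma on the deposited log2 CPM of each table. Because the deposited score was no log2 CPM, and because values pulled in towards the middle of their own group understate the spread between replicates, limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with a mean-variance trend) was run on log2(CPM + 0.5) from the recovered reads. The scale and the pseudocount of 0.5 CPM were chosen after the data had been seen and after several scales had been compared; the results on the deposited values and on the other scales are given with the alternatives. Fold changes are on the log2(CPM + 0.5) scale, which understates changes of rare features. Each comparison used the 10 libraries of its 2 groups, with no covariate and no replicate block. Tests were two-sided, with Benjamini-Hochberg adjustment over all features of the table and a threshold of 0.05. The difference between genotypes in the OGD effect was an interaction term over all 20 libraries. In 5 simulations of 2 groups of 5 with 200 of 1466 features changed 1.5-fold, the fit recovered 90.4% of the changed features and 7.38% of its calls were false; with no change at all, it made 0 calls on average. The simulations first used 2-fold changes, of which 100% were recovered (7.06% of calls false), and the smaller fold was added for that reason. In both, the changed features were drawn only from those with a mean log2 CPM of at least 3. A single dispersion of 0.0133 set the spread between replicates for every feature. The recovered shares therefore do not hold for rarer features or for those that vary more between replicates. With each group's extremes pulled in, 43.5% of calls were false in the 1.5-fold simulations, and 84.2 features were called on average where nothing had changed.

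The design also fixed 2 lists: the 7 mature forms of miR-7a, miR-7b and miR-671 (the ciRS-7 network list), and the 2 forms of miR-210, a miRNA known to rise in low oxygen (the hypoxia list). Their adjusted p-values are given over all features and adjusted over the list alone. Besides these, each comparison of one factor names the 4 features with the largest change in each direction among those with an adjusted p under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups; where none passed, the feature with the smallest p in each direction is named as failing the correction. For the interaction, the feature with the smallest p is named in that case. Shares of CPM in the 10 most abundant features were compared with an exact permutation test over 252 splits. Correlations of effects are across features, which are not independent replicates, and carry no p-value. Marker lists of neurons, of microglia and blood leukocytes, of red blood cells, of endothelium and mural cells and of glia, and a list of activity-dependent miRNAs, were used in one test of the closing observations.

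The alternatives were a filter on mean log2 CPM of at least 3, 1 or 10 CPM more as pseudocount, libraries centred on their median, quantile normalization, eBayes without a trend, arrayWeights, the replicate number as a block (also with centred libraries), all 20 libraries in one fit, and leaving out each replicate in turn. Chosen after seeing the data were the deposited values as they stand, the deposited scale with the extremes restored, log2 CPM with the extremes pulled in, limma voom on the recovered reads, total reads as the library size, and libraries thinned to the smallest depth. Leaving out each replicate was planned for the tests and the share of the most abundant features, and was added for the correlations of effects after seeing the data. Random lists were drawn 10000 times, matched on mean abundance.

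The tables hold no coordinates. Precursor positions are from the GENCODE M21 annotation of GRCm38, matched by name, which gave a precursor for 1425 of 1481 features; where a mature miRNA comes from several precursors, all are given. Precursors were compared with other annotated transcripts with BLAST 2.17.0 (at least 95% identity over 50% of the precursor). Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The level of ciRS-7 itself was not analysed here, so the genotype labels could not be checked on the targeted gene.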

Results

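MicroRNAs were sequenced in primary mouse cortical neurons that were wild type or lacked the circular RNA ciRS-7, after 12 h of normoxia or of oxygen-glucose deprivation (OGD). Each of the 4 groups held 5 replicates. Reads assigned to miRNAs totalled 2492065 to 9117862 per library in normoxic wild-type neurons (mean 6651845 ± 2768592, SD, n = 5) and 1160582 to 4374002 after OGD (2263561 ± 1266991). In knockout neurons, the totals were 5884616 to 12477032 in normoxia (9171273 ± 2405364) and 1811589 to 3119212 after OGD (2510828 ± 474140). Normoxic libraries were therefore deeper than OGD libraries on average in both genotypes, without overlap in knockout only, and thinning all libraries to 1160582 reads is among the alternatives tried. Between 1023 and 1261 features had at least 1 read in a library. The most abundant miRNA, miR-9-5p, took 26.3% ± 1.26 of CPM in normoxic and 26.1% ± 1.53 in OGD wild-type libraries (SD, n = 5). In the principal components of log2(CPM + 0.5) over 423 features, the first component held 83% of the variance and separated OGD from normoxia; wild-type normoxic replicate 5 lay at -0.88, between the other normoxic libraries of its group (-14.46 to -13.09) and the OGD libraries.

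**Figure D1:**
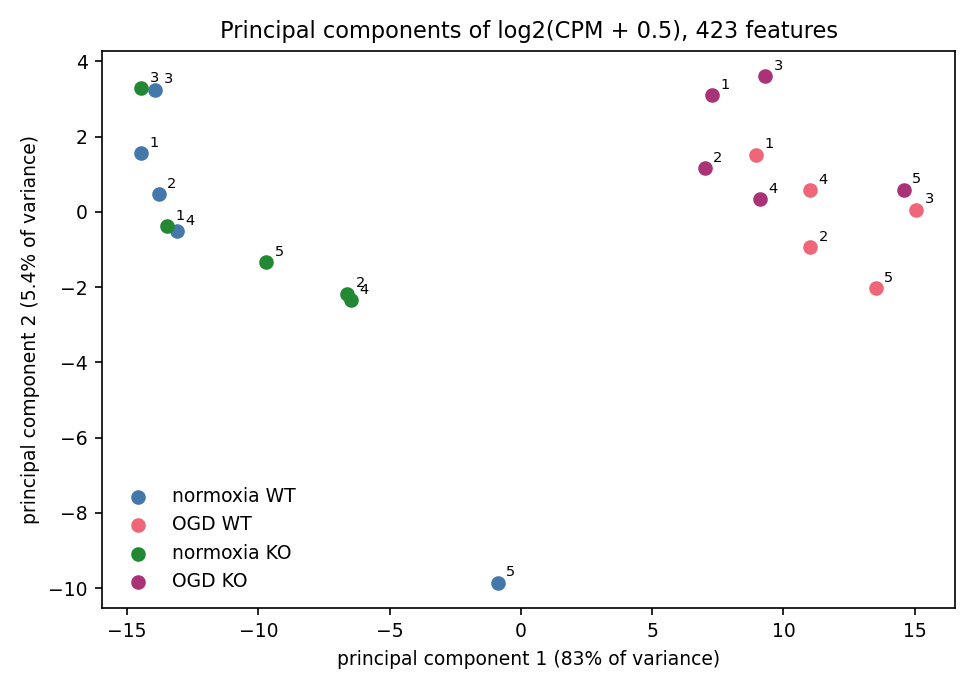
Principal components 1 (83% of variance) and 2 (5.4% of variance) of log2(CPM + 0.5) over 423 features; each point is a library, coloured by group and numbered by replicate. The OGD libraries lie at the right and the normoxic libraries at the left, with wild-type normoxic replicate 5 at -0.88 on the first component.

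The first comparison asked how OGD changes the miRNAs of wild-type neurons. In the limma fit, 341 of 1478 features had an adjusted p under 0.05, of which 276 were higher and 65 lower after OGD (80.9% higher). This split depended on the scaling. Centring each library on its median shifted wild-type changes by 0.56 (log2), and relative to that shift 373 features were called, 108 higher and 265 lower (29% higher); 173 features had the same call and sign under both. That shift is larger than the median log2 fold change of 0.22 over the 425 features with a mean log2 CPM of at least 3. Relative to 0.22 the called features lay 276 above and 65 below, but no test against 0.22 was run. The called features were picked for differing from 0 and had a median absolute change of 1.07. The count relative to 0.22 could therefore hardly differ, and it does not show that the split withstands that shift. Quantile normalization gave 141 higher and 191 lower. The number of calls moved most with limma voom on the recovered reads, an alternative chosen after seeing the data, which called 693 features. Among the same 425 features, the groups did not overlap for 150 (35.3%), against 0.794% by chance.

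The 4 features with the largest rise in wild-type neurons were miR-12188-5p, miR-3535, miR-6238 and miR-6240. The level of miR-3535 was 198 ± 226 CPM in normoxia and 3694 ± 887 CPM after OGD (SD, n = 5), a log2 fold change of 4.69 (SE 0.38, limma adjusted p 1.8e-07). The large normoxic SD came from replicate 5, at 602 CPM against 89.5 to 109 CPM in the others. For miR-12188-5p the log2 fold change was 4.71 (SE 0.46, adjusted p 5.3e-07), from 2.13 ± 3.05 to 49.2 ± 20.9 CPM. The fold changes of miR-6238 (4.63, SE 0.53) and miR-6240 (4.58, SE 0.47) were similar in size. Without wild-type normoxic replicate 5 all 4 were larger and their order changed. They were then 5.34 for miR-6238, 5.25 for miR-12188-5p, 5.23 for miR-6240 and 5.21 for miR-3535. The precursor of miR-6238 lies on chromosome 7 (53891761 to 53891889, minus strand) and that of miR-6240 on chromosome 5 (114851948 to 114852064, plus strand; GRCm38), both outside annotated host genes. No position is given for miR-3535 and miR-12188-5p, which had no precursor of that name in the annotation used.

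The 4 largest decreases in wild-type neurons were those of miR-410-5p, let-7c-1-3p, miR-148a-5p and miR-671-3p. The level of miR-410-5p was 26.9 ± 7.44 CPM in normoxia and 2.43 ± 1.4 CPM after OGD (SD, n = 5), with a log2 fold change of -3.32 (SE 0.31, limma adjusted p 3.6e-07). Its precursor lies in an exon of the long noncoding RNA Mirg on chromosome 12 (109743715 to 109743795, plus strand). For let-7c-1-3p the log2 fold change was -2.47 (SE 0.23, adjusted p 3.9e-07), from 71.2 ± 16.5 to 12.9 ± 4.83 CPM; its precursor lies within Mir99ahg on chromosome 16 (77599657 to 77599750, plus strand). The level of miR-148a-5p, from chromosome 6 (51269812 to 51269910, minus strand), fell by 1.35 on the log2 scale (SE 0.26) and that of miR-671-3p by 1.32 (SE 0.19). All 8 of these features kept their direction and their call under every alternative and every fit that left out a replicate.

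The second comparison asked the same of knockout neurons. After OGD, 363 of 1479 features were called (278 higher, 85 lower; 76.6% higher). Relative to a centring shift of 0.51, 436 were called (112 higher, 324 lower), 197 of them with the call and sign obtained without centring; the median log2 fold change was 0.20 over 420 features with a mean log2 CPM of at least 3, and quantile normalization gave 141 higher and 186 lower. The groups did not overlap for 188 of these 420 features (44.8%, against 0.794% by chance). The largest increases were those of miR-3535 (4.09, SE 0.32), miR-6481 (3.93, SE 0.30), miR-6238 (3.86, SE 0.50) and miR-12188-5p (3.78, SE 0.30). The level of miR-3535 went from 182 ± 98.1 to 2858 ± 1098 CPM (SD, n = 5; limma adjusted p 1.2e-07). The precursor of miR-6481 lies on chromosome 3 (99199344 to 99199453, minus strand). The largest decreases were those of miR-410-5p (-3.52, SE 0.29), let-7c-1-3p (-2.47, SE 0.17), miR-409-3p (-1.21, SE 0.09) and miR-296-5p (-1.19, SE 0.17). The level of miR-409-3p went from 1377 ± 152 to 595 ± 54.8 CPM (adjusted p 1.1e-07); its precursor lies within Mirg on chromosome 12 (109743158 to 109743236, plus strand), beside that of miR-410-5p. The precursor of miR-296-5p lies on chromosome 2 (174267047 to 174267125, minus strand).

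**Figure D2:**
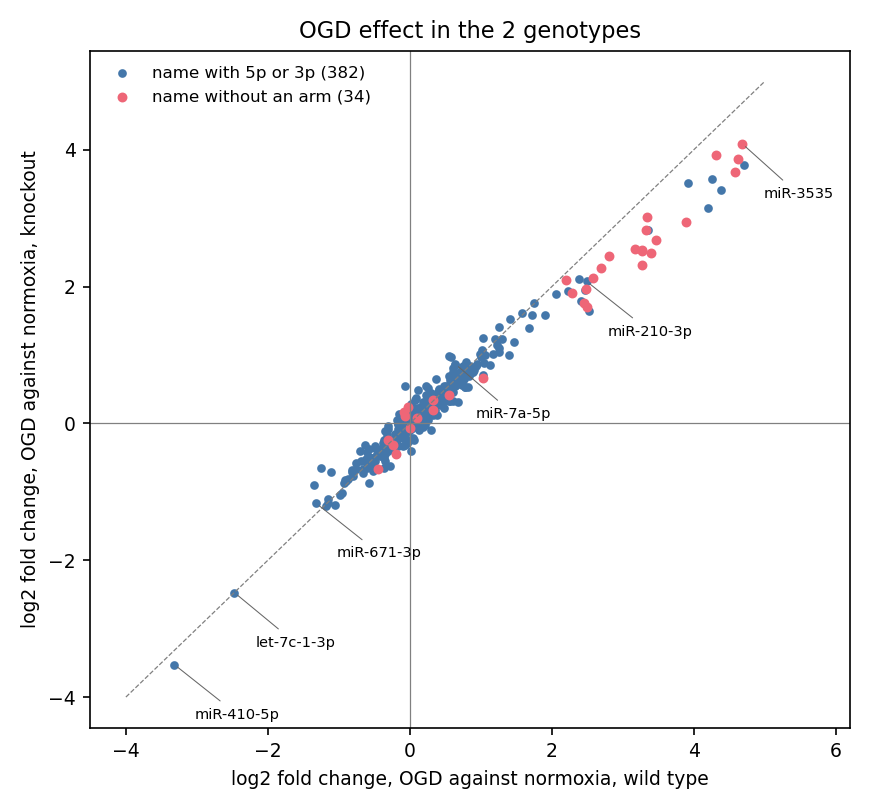
Log2 fold change after OGD in wild-type neurons (horizontal axis) against that in knockout neurons (vertical axis) for the 416 features with a mean log2 CPM of at least 3 in both comparisons, before any centring; each point is a feature, in red where its name carries no 5p or 3p, and the dashed line marks equal change. Pearson's r across features was 0.984, and red points lie mostly at the upper right.

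The OGD effects of both genotypes were compared across features, with disjoint libraries. Over 416 features with a mean log2 CPM of at least 3, Pearson's r was 0.984 and Spearman's rho 0.966; over all 1476 features r was 0.851. Of 241 such features called in either genotype, 240 changed in the same direction, and 177 were called in both. The interaction term, which tests whether the OGD effect differed between genotypes, gave 0 of 1481 features with an adjusted p under 0.05, and 74 with an unadjusted p under 0.05 where 74.05 are expected by chance. The smallest p was that of miR-6364 (p 9.8e-05, limma adjusted p 0.145), which had at most 3 reads in each of the 20 libraries, so no fold change is given.

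The hypoxia list checked the OGD labels. The level of miR-210-3p rose from 18.3 ± 6.28 to 108 ± 34.7 CPM in wild-type neurons (log2 fold change 2.49, SE 0.26, limma adjusted p 1.0e-06) and from 26 ± 12.6 to 110 ± 46.3 CPM in knockout neurons (2.08, SE 0.27, adjusted p 2.3e-05; SD, n = 5). It was higher than every normoxic library of its genotype in 5 of 5 OGD libraries in both. Because miR-210-5p had at most 3 reads in each normoxic wild-type library, its level after OGD is given against the floor. Its mean of 3.21 ± 1.6 CPM was 5.73 times the mean normoxic floor of 0.561 CPM. The OGD libraries held only 1 to 19 reads of it, so 5.73 is not a strict lower bound. In the fit its log2 fold change in wild type was 2.20 (SE 0.43). That wild-type call (limma adjusted p 7.5e-04) was lost on the deposited scale with the extremes restored (0.0789). In knockout neurons its log2 fold change was 1.68 (SE 0.42, adjusted p 0.0064), a call lost with quantile normalization (adjusted p 0.0775) and after thinning (0.206). Both forms of miR-210 come from 1 precursor on chromosome 7 (141221384 to 141221493, minus strand). Adjusted over the list alone, 2 of 2 members were called in each genotype after OGD, as over all features.

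Members of the ciRS-7 network list moved in different directions after OGD. Called over all features in wild-type neurons were miR-7a-5p (log2 fold change 0.64, SE 0.12, limma adjusted p 4.2e-04), miR-7b-3p (-1.44, SE 0.46, adjusted p 0.029) and miR-671-3p (-1.32, SE 0.19, adjusted p 3.1e-05). In knockout neurons the same 3 were called (0.87, -1.19 and -1.17), together with miR-671-5p (0.56, SE 0.19, adjusted p 0.044). The increases depended on the scaling. With centred libraries the change of miR-7a-5p was 0.08 in wild type (adjusted p 0.708; 1.8e-06 to 0.708 over its alternatives) and 0.36 in knockout (adjusted p 0.0531 over all features and 0.0185 over the list alone). Quantile normalization kept the call of miR-7a-5p in both genotypes. The call of miR-671-5p in knockout was lost with centring (0.052, adjusted p 0.89) and with quantile normalization (adjusted p 0.997; 0.0026 to 0.997 over its alternatives). The call of miR-671-5p was also lost in 8 of 10 fits that left out a replicate, for example without knockout OGD replicate 4 (adjusted p 0.0888). The decreases of miR-671-3p and miR-7b-3p were larger with centring (-1.88 for miR-671-3p in wild type). Centring also brought decreases past the threshold that were not called without it: miR-7a-2-3p (-0.88, adjusted p 2.9e-04) and miR-7b-5p (-0.74, adjusted p 8.9e-05) in wild type, and miR-7a-2-3p (-0.83, adjusted p 2.4e-04), miR-7b-5p (-0.45, adjusted p 0.00996) and miR-7a-1-3p (-0.38, adjusted p 0.024) in knockout. The call of miR-7b-3p, at 0.87 ± 0.918 CPM after OGD in wild type, was lost in 6 of 10 fits that left out a replicate, for example without wild-type normoxic replicate 1 (adjusted p 0.101). With all libraries, the wild-type call of miR-7b-3p was lost after thinning (adjusted p 0.296). It was also lost on the deposited values (0.106) and on the deposited scale with the extremes restored (0.147). The knockout call was lost after thinning (0.078). Adjusted over the list alone, 3 of 7 members were called in wild-type neurons and 5 of 7 in knockout neurons. The wild-type count was 5 without wild-type normoxic replicate 5, and also 5 with the replicate number as a block. The precursor of miR-671 lies in an exon of Chpf2 on chromosome 5 (24592114 to 24592211, plus strand). The miR-7a-5p sequence comes from chromosome 13 (58392779 to 58392886, minus strand, within an intron of Hnrnpk) and chromosome 7 (78888277 to 78888373, plus strand), and miR-7b from chromosome 17 (56242988 to 56243098, plus strand). How the authors' counting divided reads between miR-7a-5p and the similar miR-7b-5p is not stated, so their levels carry that uncertainty.

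**Figure D3:**
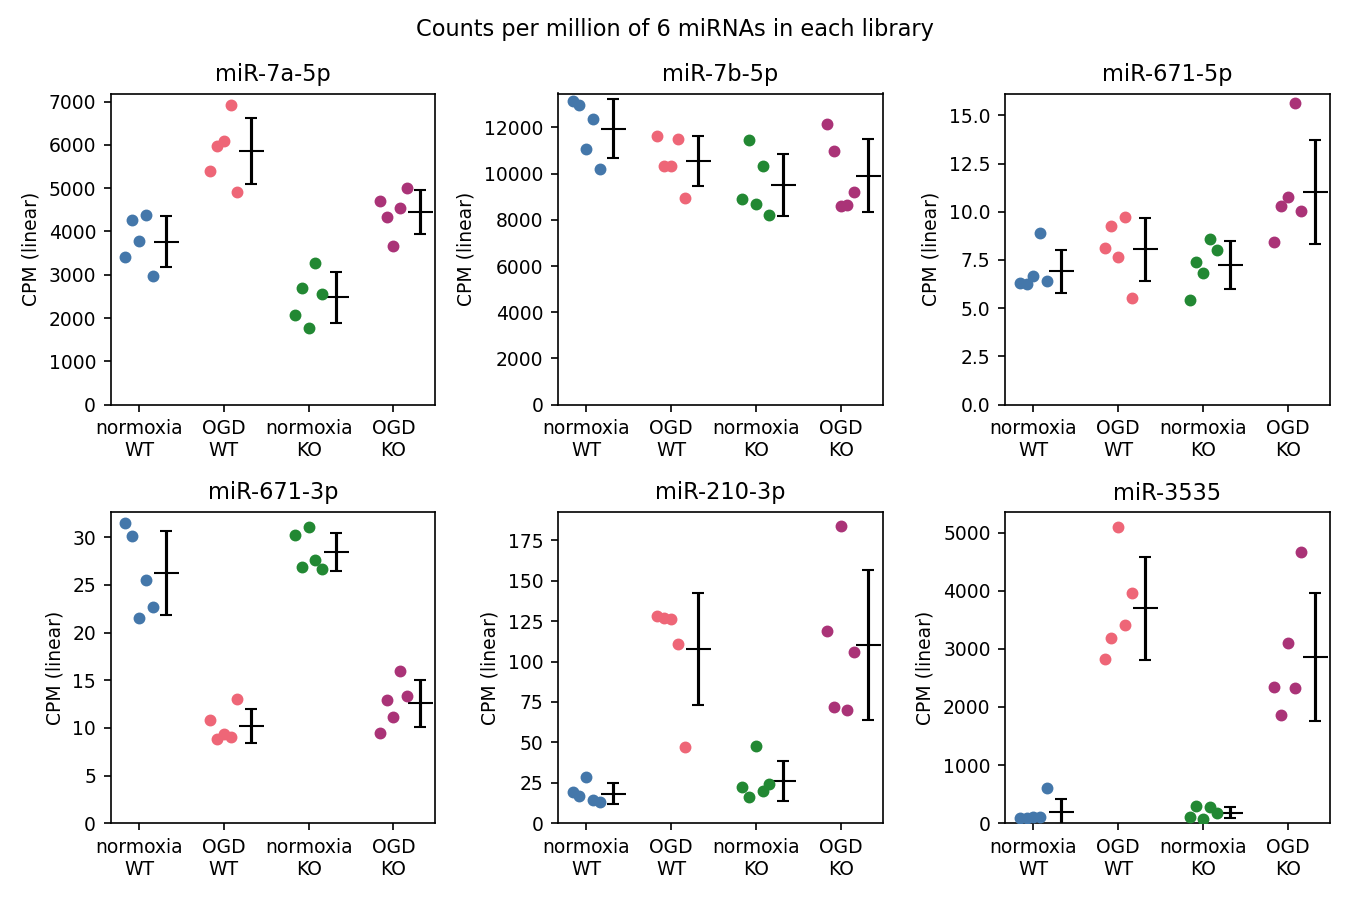
CPM on a linear scale of 6 miRNAs in each library of the 4 groups; points are libraries, and the horizontal line and bar beside them are the mean and SD (n = 5). The 5 normoxic knockout libraries lie between 1773 and 3282 CPM for miR-7a-5p and the wild-type ones between 2980 and 4387 CPM, and OGD raised miR-210-3p and miR-3535 in both genotypes.

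The third comparison asked what loss of ciRS-7 changes in normoxia. No feature of 1481 had an adjusted p under 0.05 in the limma fit, and 47 had an unadjusted p under 0.05, against 74.05 expected by chance. On the deposited values, whose extremes were pulled in within each group, the same test called 33 features. The smallest p in each direction were those of miR-7a-5p and miR-6391, and both failed the correction over all features. The level of miR-7a-5p was 3768 ± 586 CPM in wild-type and 2478 ± 586 CPM in knockout neurons (SD, n = 5), a log2 fold change of -0.62 (SE 0.15, p 0.0013, adjusted p 0.838). Over its alternatives, the adjusted p ran from 0.0115 to 1. Adjusted over the list alone, which was fixed beforehand, the p of miR-7a-5p was 0.00902 and that of miR-7b-5p 0.0276. The level of miR-7b-5p was 11950 ± 1269 CPM in wild type and 9514 ± 1341 CPM in knockout (log2 fold change -0.33, SE 0.11). These 2 were the members called of the 7, and the count was 0, 1 or 2 in the fits that left out a replicate, with 0 without wild-type replicate 2, wild-type replicate 4 or knockout replicate 1. The other 5 members differed by 0.06 to 0.27 on the log2 scale, and none of them had an adjusted p under 0.05 over all features in any alternative.

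The remaining feature of that pair, miR-6391, had 0 or 1 read in each normoxic wild-type library and 2 to 4 in each knockout library (p 0.0022, adjusted p 0.838), which is too few for a fold change. Its precursor lies within Abcc4 on chromosome 14 (118592369 to 118592472, minus strand). The level of miR-210-3p was not distinguishable between genotypes in normoxia (log2 fold change 0.44, SE 0.27, limma adjusted p 0.984). Adjusted over the hypoxia list alone, its p was 0.123 and 0 members were called. This count depended on the fit: it was 2 with the replicate number as a block, and 1 without knockout replicate 4. With the block and centred libraries it was 0.

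The fourth comparison asked what loss of ciRS-7 changes after OGD. Again 0 of 1481 features passed, with 108 at an unadjusted p under 0.05 against 74.05 expected by chance; the deposited values with pulled-in extremes gave 72 calls. The count rests in part on single libraries, since 22 features were called without knockout OGD replicate 5. The smallest p in each direction were those of miR-7a-5p (log2 fold change -0.39, SE 0.10, p 3.7e-04, limma adjusted p 0.272) and miR-362-5p (0.54, SE 0.15, p 0.0014, adjusted p 0.41), and both failed the correction over all features. Without knockout OGD replicate 5, miR-7a-5p passed it (-0.44, adjusted p 0.0142). The level of miR-7a-5p was 5858 ± 764 CPM in wild-type and 4451 ± 503 CPM in knockout neurons, and that of miR-362-5p 48.8 ± 9.62 and 70.6 ± 8.75 CPM (SD, n = 5). The precursor of miR-362-5p lies within Clcn5 on chromosome X (7241982 to 7242046, minus strand). Adjusted over the list alone, the p of miR-7a-5p was 0.00262, and it was the 1 of 7 members called; with centred libraries that p was 0.0516 and 0 members were called. The difference between treatments in the knockout effect on miR-7a-5p was not past the threshold (interaction 0.23, SE 0.19, p 0.238, adjusted p 0.99).

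Knockout effects in normoxia and after OGD were weakly related across 391 features with a mean log2 CPM of at least 3 (Pearson's r 0.24, Spearman's rho 0.42). The relation was unstable. It was -0.28 without wild-type normoxic replicate 5 and 0.58 over the 224 features with a mean log2 CPM of at least 6.

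**Figure D4:**
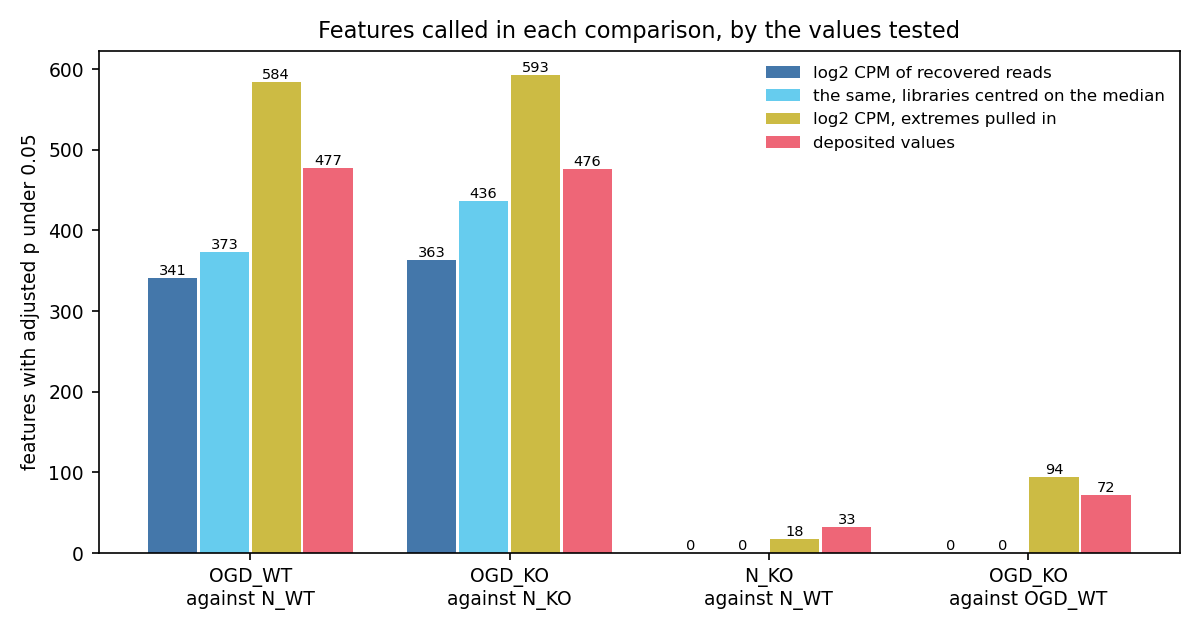
Number of features with an adjusted p under 0.05 (vertical axis) in each of the 4 comparisons of one factor, for 4 kinds of values, shown as bars in different colours. The recovered reads, with or without centring, give 0 calls between genotypes, and values with pulled-in extremes give 18 to 94.

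The tables also pair groups that differ in both factors, which cannot separate genotype from treatment. Knockout OGD against wild-type normoxia gave 326 of 1470 features (259 higher, 67 lower), and wild-type OGD against knockout normoxia gave 388 of 1480 (301 higher, 87 lower). With centred libraries the splits were 95 higher and 276 lower, and 124 higher and 307 lower. Adjusted over the list alone, 4 of 7 ciRS-7 network members and 2 of 2 hypoxia members were called in each; over all features, the ciRS-7 network count was 2 in the first and 4 in the second.

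The 10 most abundant features held most reads in every group. Their share of CPM was 67.8% ± 1.2 in normoxic and 66.1% ± 1.45 in OGD wild-type neurons (SD, n = 5), a difference of -1.72 percentage points (exact two-sided permutation test, p 0.0952). In knockout neurons the shares were 67.8% ± 0.605 and 66.5% ± 0.916, a difference of -1.26 points (exact permutation p 0.0397). Over the 6 comparisons tested, the Benjamini-Hochberg adjusted p was 0.143 for both. The share of the 50 most abundant features fell by 1.58 points in wild type, and by 1.16 points in knockout, both with the smallest p that 5 against 5 libraries allow (exact permutation p 0.0079). Between genotypes the share differed by -0.051 points in normoxia (exact permutation p 0.929) and 0.414 points after OGD (exact permutation p 0.619).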

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

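The tests on wild-type normoxic replicate 5 below, with the changes that pick their features, were chosen only after its position had been seen. Among 108 groups of 5 values, a gap test (the gap of the highest or lowest library to its neighbour over the range of the group, above 0.71) picked out 14, where about 5.4, or 1 in 20, come by chance. Of the 14, 6 were the same library and 8 were spread over other libraries.

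Wild-type normoxic replicate 5 lay at -0.88 on the first principal component, against -14.46 to -13.09 for the other 4 libraries of its group. It was the highest of its group for 5 of the features that rose most after OGD. It held 602 CPM of miR-3535 (89.5 to 109 in the others), 86.5 CPM of miR-6238 (5.70 to 10.6), 183 CPM of miR-6240 (15.3 to 22.5), 7.56 CPM of miR-12188-5p (0.238 to 1.11) and 10.2 CPM of miR-6481 (1.32 to 2.23). It was also the shallowest library of its group, with 2492065 reads. Depth as the cause is argued against by thinning. With the other 4 libraries thinned to 2492065 reads, its mean log2 CPM over 54 features that rose in knockout neurons was still 1.5 above the highest of theirs. RNA of OGD cultures mixed into the library stays open. Features that rose in knockout neurons lay a median of 24.8% of the way to the OGD level in this library, and 45 features that fell in knockout neurons lay 19% of the way. For those that fell, the other libraries of the group lay at -20.9% to 7.12% and knockout normoxic replicate 5 at 13.4%, so 19% is not far apart. Some features went the other way. The library held the least miR-7a-5p of its group (2980 CPM), which OGD raised, and the most miR-409-3p (1593 CPM), which OGD lowered, and miR-210-3p lay at -7.79% of the way. These single features do not settle the question. A culture that was itself under stress stays open as well, and the 2 cannot be told apart with 1 library. Smaller shifts towards OGD were seen in knockout normoxic replicates 2 and 4. They lay at -6.61 and -6.46 on the first component, against -14.46 to -9.69 in the others of their group. They held 293 and 271 CPM of miR-3535 (74.3 to 169 in the others). Leaving wild-type normoxic replicate 5 out left the number of calls between OGD and normoxia in wild type at 341 and moved the ciRS-7 network members called over the list alone from 3 to 5. It changed the correlation of the knockout effects in both treatments from 0.24 to -0.28.

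Single values of other libraries stood apart in features named elsewhere. Wild-type OGD replicate 5 held 47.2 CPM of miR-210-3p, below the 111 to 128 CPM of the other wild-type OGD libraries and above each wild-type normoxic one, and knockout normoxic replicate 3 held 47.7 CPM (15.9 to 24.1 in the others). Leaving either out did not change the call of miR-210-3p after OGD. For let-7c-1-3p, knockout normoxic replicate 3 held 93.6 CPM (74.3 to 76.9 in the others) and knockout OGD replicate 5 held 8.36 CPM (14.2 to 16.3). Wild-type normoxic replicate 4 held 8.88 CPM of miR-671-5p (6.25 to 6.69). The abundant miR-9-5p reached 307800 CPM in wild-type OGD replicate 1 (245400 to 259700) and 246000 CPM in knockout normoxic replicate 4 (259900 to 264400). As a share of reads, knockout normoxic replicate 4 held 26.02%, inside the 25.05% to 26.83% of the others. Its low CPM thus comes from its library factor, 1.0574 times its total reads. Wild-type OGD replicate 1 was still the highest by share (28.63%, against 24.84% to 26.04%). The value of miR-6364 in wild-type normoxic replicate 2, 0.125 CPM against 0 in the other 4, is 1 read and reflects the floor. These 8 values are close to the number that chance gives, are spread over 7 libraries and all 4 groups, and no biological explanation was tested for them.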

How the results depend on the processing

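The values, the pseudocount and the 6 alternatives named in the description of the processing as added were chosen after seeing the data, as were the fits without a replicate for the 2 correlations of effects; the others were planned.

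The 16 largest changes named after OGD, 8 in each genotype, kept their direction and their call in every alternative and every fit without a replicate. Over the alternatives that kept all libraries, calls after OGD ran from 223 to 693 in wild type and from 233 to 784 in knockout.

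The pulled-in extremes moved most results. Log2 CPM with each group's extremes pulled in called 584 features for OGD in wild type, 593 for OGD in knockout, 18 for genotype in normoxia, 94 for genotype after OGD, 586 for knockout OGD against wild-type normoxia, 608 for wild-type OGD against knockout normoxia and 48 for the interaction. On those values, 7 ciRS-7 network members were called over the list alone for OGD in wild type, and 2 hypoxia members for genotype in normoxia. The deposited values as they stand called 33 features for genotype in normoxia and 72 after OGD. With the extremes restored on the deposited scale, 1 feature was called for genotype in normoxia, miR-7027-5p, a feature named after its value was seen. The cause is the smaller spread within the groups, since simulations with no change gave 84.2 calls on average with pulled-in extremes and 0 without.

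Limma voom called 693 features for OGD in wild type, 784 for OGD in knockout, 530 for knockout OGD against wild-type normoxia and 899 for wild-type OGD against knockout normoxia. In simulations with no change it made 47.6 calls on average. Thinning to 1160582 reads left 233 features for OGD in knockout and 199 for knockout OGD against wild-type normoxia, with 3 ciRS-7 network members and 1 hypoxia member over the list alone for OGD in knockout and 1 ciRS-7 network member for genotype in normoxia; fewer reads are the cause by construction. The filter at a mean log2 CPM of 3 left 223 features for OGD in wild type and 255 for wild-type OGD against knockout normoxia, because fewer features were tested, and 1 hypoxia member for OGD in either genotype, because miR-210-5p was removed.

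One fit over all 20 libraries called 4 features for genotype after OGD: miR-6364, miR-7024-3p, miR-7039-3p and miR-7229-3p, named after their values were seen. Quantile normalization and eBayes without a trend each left 1 ciRS-7 network member for genotype in normoxia, and centring and eBayes without a trend each left 0 for genotype after OGD. The cause of these changes was not tested.

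The libraries share replicate numbers. Deviations of same-numbered libraries from their group means correlated at 0.66, 0.15, -0.17, 0.58 and 0.42 between the wild-type groups, 0.49, -0.21, 0.26, 0.23 and 0.34 between the knockout groups, 0.47, -0.38, 0.67, -0.30 and 0.11 between the normoxic groups and 0.54, 0.04, 0.02, 0.03 and 0.27 between the OGD groups. With libraries of other numbers, the mean correlations were -0.15 to 0.05 between the wild-type groups and -0.11 to 0.01 between the knockout groups. Same-numbered libraries lay above these means, except for replicate 3 in wild type and replicate 2 in knockout. Since not every pair was above 0.1 and the labels state no pairing, the numbers were not treated as pairs. Pairing within a genotype is thus not excluded, and the fits with a replicate block cover that case. With the replicate block, 389 features were called for OGD in wild type, 403 for OGD in knockout, 359 for knockout OGD against wild-type normoxia, 365 for wild-type OGD against knockout normoxia, and 0 for genotype in either treatment and for the interaction. Over the list alone, the replicate block gave 5 ciRS-7 network members for OGD in wild type, also with centred libraries, and 2 hypoxia members for genotype in normoxia.

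Scaling changed directions in the ciRS-7 network list. With centred libraries, with or without the replicate block, miR-7a-1-3p changed by -0.30 after OGD in wild type, by -0.38 after OGD in knockout and by 0.054 with genotype after OGD, where it was 0.26, 0.13 and -0.028 before centring. Quantile normalization gave -0.30, -0.33 and 0.078 for it. The change of miR-671-5p after OGD in wild type was -0.37 with centring (with or without the replicate block) and -0.44 with quantile normalization, against 0.20 without. The change of miR-7b-5p after OGD in knockout was -0.45 with centring (with or without the replicate block), against 0.056 without. Of these reversed values, miR-7b-5p in knockout (adjusted p 0.00996, and 5.3e-04 with the block) and miR-7a-1-3p in knockout (0.024, and 0.011 with the block) were past the threshold with centring, as was miR-7a-1-3p in wild type with the block (0.041). For the centred values, the shift is the cause by construction. It was 0.56 for OGD in wild type and 0.51 in knockout, larger than the median change of features (0.22 and 0.20), and -0.081 for genotype after OGD. The cause of the reversals with quantile normalization was not tested. For genotype after OGD, miR-7a-1-3p also changed to 0.053 after thinning, and miR-210-3p, at 0.025, changed to -0.073 with arrayWeights, -0.20 with pulled-in extremes and -0.24 on the deposited values; the cause was not tested.

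Leaving out each replicate in turn gave 262 to 341 features for OGD in wild type, 293 to 372 for OGD in knockout, 248 to 341 for knockout OGD against wild-type normoxia, 299 to 396 for wild-type OGD against knockout normoxia and 0 to 0 for genotype in normoxia. For genotype after OGD the range was 0 to 22, with 22 without knockout OGD replicate 5, and for the interaction 0 to 1, the 1 being miR-6364 without wild-type OGD replicate 1. Over the list alone, 2 to 5 ciRS-7 network members were called for OGD in wild type (5 without wild-type normoxic replicate 5) and 0 to 2 for genotype in normoxia (0 without wild-type replicate 2, wild-type replicate 4 or knockout replicate 1); hypoxia members for genotype in normoxia were 0 to 1 (1 without knockout replicate 4). For features that crossed 0, the ranges were -0.021 to 0.125 for miR-7b-5p after OGD in knockout, -0.0013 to 0.15 for miR-671-5p with genotype in normoxia, and, with genotype after OGD, -0.092 to 0.019 for miR-7a-1-3p, -0.51 to 0.25 for miR-210-5p and -0.25 to 0.16 for miR-210-3p. None of these was past the threshold. Among the other results, 17 calls of named features were weaker and 24 stronger in alternatives with all libraries, and 14 weaker and 5 stronger without a replicate.

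The correlation of OGD effects was 0.851 over all features, and 0.973 to 0.986 without each replicate. That of knockout effects was 0.018 over all features, 0.585 at a mean log2 CPM of at least 6, and -0.28 (without wild-type normoxic replicate 5) to 0.49 (without wild-type normoxic replicate 1). Noise of rare features lowers a correlation over all features; whether it is the cause was not tested.

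The share of CPM in the 10 most abundant features changed with their number. With 1 feature the difference was 1.24 points for OGD in knockout and 1.12 points for knockout OGD against wild-type normoxia, opposite to the difference with 10. With 50 features it was -1.58 points for OGD in wild type, -1.16 for OGD in knockout, -1.39 for knockout OGD against wild-type normoxia and -1.35 for wild-type OGD against knockout normoxia, past the threshold in each (exact permutation p 0.0079). Without each replicate, the difference ran from -2.25 to -1.25 points for OGD in wild type, -1.55 to -0.974 for OGD in knockout, -0.495 to 0.329 for genotype in normoxia, -0.054 to 0.943 for genotype after OGD, -1.75 to -0.928 for knockout OGD against wild-type normoxia and -2.20 to -1.20 for wild-type OGD against knockout normoxia; the cause was not tested.

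Depth limits the rare features. In the shallowest library, 3 reads are 2.55 CPM, so a fall of miR-7b-3p, which had 0 to 4 reads per wild-type OGD library, or of miR-210-5p in normoxia cannot be measured closely.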

Other observations

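The tests on depth, GC content, features without an arm in their name and cell types were chosen only after the result was seen, as were the cell-type gap and its limit; the tests by other splits of the libraries were fixed before their outcome was known. A first form of the test on names without an arm only restated the pattern and is given here as a description.

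Other splits of the 10 libraries of a comparison, 100 including the real one, were fitted in the same way. As many calls came from 1 of 100 splits for OGD in wild type, 1 of 100 for OGD in knockout, 1 of 100 for knockout OGD against wild-type normoxia and 1 of 100 for wild-type OGD against knockout normoxia, which in each case is the real split. The genotype comparisons gave 0 calls, so the count at an unadjusted p under 0.05 was used. In normoxia the real split gave 47, and 77 of 100 splits gave as many; after OGD it gave 108, and 11 of 100 gave as many. For the interaction, 48 of 100 exchanges of the genotypes within treatments gave as many as the 74 seen. Of the ciRS-7 network members, adjusted over the list alone, as many were called in 3 of 100 splits for OGD in wild type, 1 of 100 for OGD in knockout, 3 of 100 for genotype in normoxia and 10 of 100 for genotype after OGD. The count of 2 members in normoxia is thus reached by few regroupings, while the count after OGD is not beyond what they give; the size of the differences in miR-7a-5p and miR-7b-5p was not compared in this way.

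The deposited values call features between genotypes where the recovered reads call none, and the limiting of each group's extremes is a candidate explanation. It shrinks the spread inside whatever groups it is applied to. When arbitrary splits of the 10 normoxic libraries were pulled in within their own groups, 29 of 100 splits gave as many calls as the 33 of the genotypes (median of the other splits 26, highest 94). After OGD, 11 of 100 splits gave as many as the 72 of the genotypes (median 45, highest 122). Both counts lay above the median of the other splits but within their range, so the limiting alone can give calls of that number. These values show no excess beyond what other splits reach. They do not exclude a genotype effect below what 5 libraries per group show.

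Depth and GC content were weighed as sources of the OGD calls, since OGD libraries were shallower on average. After all libraries were thinned to 1160582 reads, 219 of the 341 calls in wild type and 215 of the 363 in knockout were still made with the same sign. After each library's trend over precursor GC content was removed, 141 of 220 calls in wild type stood, among 418 features with a precursor (98.4% of 425). The total after this step was 235 calls, so it added calls as well as removing them. Depth is not the whole source of the calls in either genotype. GC content is not the whole source in wild type, the only genotype in which it was tested.

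Features whose name carries no 5p or 3p, as for miRNAs listed with a single mature product, rose more than the others after OGD, although miR-12188-5p, with the largest named rise in wild type (4.71), has an arm in its name. In wild type the median log2 fold change of 36 such features with a mean log2 CPM of at least 3 was 2.54 (25 called higher, 1 lower), against 0.19 for 389 features with an arm in the name, and relative to the median shift it was 1.98. In knockout neurons it was 2.04 for 34 features. Both medians lay at the 100th percentile of 10000 random lists matched on mean abundance. The share of reads of all 195 features without an arm, rare ones included, rose from 0.798% ± 0.0666 to 1.53% ± 0.22 in wild type. In knockout it rose from 0.818% ± 0.0489 to 1.42% ± 0.18 (SD, n = 5). A large part of the wild-type rise was miR-3535 alone, which went from 198 to 3694 CPM. Each of the 36 had over 3 reads in at least 1 library of both wild-type groups. Entries of this kind may collect fragments of other RNAs, and that was tested for annotated transcripts. The 98 features whose precursor matches another annotated transcript had a median of 0.14, at percentile 16.2 of matched lists, and features without an arm that match nothing had a median of 2.58. The 6 features without an arm that do match another transcript had a median of 1.26 in wild type. In knockout, 5 such features had a median of 0.35. A match needed at least 95% identity over 50% of the precursor, so a shorter stretch shared with another transcript was not seen. The matching features also include precursors in an exon of their own host gene, such as those of miR-671-3p (Chpf2) and miR-410-5p (Mirg). For the features without an arm that match nothing, transcripts that resemble 50% or more of the precursor are argued against as the source. Reads from shorter shared stretches stay open. For features without an arm that match another transcript, reads of that transcript stay open too. Fragments of repeats or of ribosomal RNA outside the annotation used were not tested and stay open, as does a response to OGD.

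Among features with a mean log2 CPM of at least 3, those without an arm do not account for the excess of higher calls. The 389 such features with a 5p or 3p name in wild type had 68% of calls higher (119 higher, 56 lower). Rarer features were not part of this test. With centred libraries the same features gave 36 higher and 186 lower, so the excess was not seen with centring, whose shift of 0.56 was larger than the median change of 0.22 over the 425 features.

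A lower share of neurons after OGD was a further candidate explanation for the rise of features without an arm. It would raise the markers of every other cell type alike. The most abundant marker of each list was compared in wild type. For microglia and blood leukocytes miR-146a-5p rose by 0.51 (SE 0.12), for endothelium and mural cells miR-126a-3p moved by -0.06 (SE 0.11), for red blood cells miR-486a-5p by 0.28 (SE 0.11) and for glia miR-21a-5p by 0.26 (SE 0.12). The gap between the highest and the lowest of these was 0.57, beyond its spread. This argues against a lower share of neurons only if none of these markers responds to OGD itself, which was not tested. The largest rise among the 4 markers, 0.51, was below the wild-type median of 2.54 for features without an arm. List medians in wild type were 0.27 for 8 neuron markers, 0.15 for 6 microglia and blood leukocyte markers, 0.29 for 3 red blood cell markers, 0.52 for 5 endothelium and mural cell markers, 0.22 for 5 glia markers and -0.10 for 4 activity-dependent miRNAs. In knockout neurons the order of these medians was different (0.26, 0.51, -0.17, 0.10, 0.29 and -0.07). Over 3 reads in each normoxic wild-type library were 8 neuron, 2 microglia and leukocyte, 1 red blood cell, 3 endothelium and mural cell, 5 glia and 4 activity-dependent markers. Most markers of microglia and leukocytes and of red blood cells were thus near the floor. No marker was in 2 lists. A rise of microglia alone stays open.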
